# MALAT1-regulated gene expression profiling in lung cancer cell lines

**DOI:** 10.1186/s12885-023-11347-7

**Published:** 2023-09-04

**Authors:** Jungwook Roh, Boseong Kim, Mijung Im, Wonyi Jang, Yeonsoo Chae, JiHoon Kang, BuHyun Youn, Wanyeon Kim

**Keywords:** MALAT1, LncRNA, NSCLC, Lung Cancer, Bioinformatics

## Abstract

**Background:**

Non-small cell lung cancer (NSCLC) is the most common type of lung cancer and has a poor prognosis. Identifying biomarkers based on molecular mechanisms is critical for early diagnosis, timely treatment, and improved prognosis of lung cancer. MALAT1 has been reported to have overexpressed and tumor-promoting functions in NSCLC. It has been proposed as a potential biomarker for the diagnosis and prognosis of cancer. Therefore, this study was conducted to profile the changes in gene expression according to the regulation of expression of MALAT1 in NSCLC cell lines and to investigate the correlation through bioinformatic analysis of differentially expressed genes (DEGs).

**Methods:**

MALAT1 expression levels were measured using RT-qPCR. The biological functions of MALAT1 in NSCLC were analyzed by cell counting, colony forming, wound-healing, and Transwell invasion assays. In addition, gene expression profiling in response to the knockdown of MALAT1 was analyzed by transcriptome sequencing, and differentially expressed genes regulated by MALAT1 were performed by GO and KEGG pathway enrichment analyses. Bioinformatic databases were used for gene expression analysis and overall survival analysis.

**Results:**

Comparative analysis versus MALAT1 expression in MRC5 cells (a normal lung cell line) and the three NSCLC cell lines showed that MALAT1 expression was significantly higher in the NSCLC cells. MALAT1 knockdown decreased cell survival, proliferation, migration, and invasion in all three NSCLC cell lines. RNA-seq analysis of DEGs in NSCLC cells showed 198 DEGs were upregulated and 266 DEGs downregulated by MALAT1 knockdown in all three NSCLC cell lines. Survival analysis on these common DEGs performed using the OncoLnc database resulted in the selection of five DEGs, phosphoglycerate mutase 1 (*PGAM1*), phosphoglycerate mutase 4 (*PGAM4*), nucleolar protein 6 (*NOL6*), nucleosome assembly protein 1 like 5 (*NAP1L5*), and sestrin1 (*SESN1*). The gene expression levels of these selected DEGs were proved to gene expression analysis using the TNMplot database.

**Conclusion:**

MALAT1 might function as an oncogene that enhances NSCLC cell survival, proliferation, colony formation, and invasion. RNA-seq and bioinformatic analyses resulted in the selection of five DEGs, *PGAM1*, *PGAM4*, *NOL6*, *NAP1L5*, and *SESN1*, which were found to be closely related to patient survival and tumorigenesis. We believe that further investigation of these five DEGs will provide valuable information on the oncogenic role of MALAT1 in NSCLC.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12885-023-11347-7.

## Introduction

Lung cancer has high incidence and mortality rates worldwide and is classified as small cell lung cancer or non-small cell lung cancer (NSCLC) according to its histological characteristics [1–3]. NSCLC is the most common type and accounts for 80 ~ 85% of cases [4]. Despite therapeutic advances, the prognosis of NSCLC remains poor [5], and thus it is important that molecular biomarkers related to tumorigenic mechanisms be identified that enable early diagnosis and timely treatment.

Long non-coding RNAs (lncRNAs) are defined as transcripts of more than 200 nucleotides that do not code for proteins and are molecular biomarker candidates [6]. LncRNAs are known to regulate mRNA junctions and act as precursors for other non-coding RNAs, such as microRNAs (miRNAs). Furthermore, lncRNAs have been suggested to have oncogenic or tumor-suppressive roles and are known to participate in diverse signaling pathways in cancer [7, 8]. In addition, they are known to contribute to the occurrence and development of various cancers, including liver, brain, breast, and lung cancer [9–11]. Studies on the roles of lncRNAs have recently been used to investigate the molecular mechanisms involved in malignant processes, such as carcinogenesis and metastasis [12, 13]. Moreover, by analyzing lncRNA expressions in peripheral blood, urine sediment, and tissue samples, various lncRNAs have been shown to be potential additional or independent biomarkers for cancer diagnosis or prognosis [7].

Nuclear lncRNA metastasis-associated lung adenocarcinoma transcript 1 (MALAT1) is a highly preserved lncRNA and abundant in cells and tissues [14]. MALAT1 is located in chromosome 11q13.1, has 8,700 nucleotides, and is an essential member of the lncRNA family [15]. MALAT1 was first discovered in NSCLC and is known to be involved in the regulation of cell cycle and migration [14, 15]. MALAT1 has also been reported to promote tumorigenesis in several cancers. In NSCLC, MALAT1 is overexpressed and interacts with several miRNAs to regulate cell proliferation, metastasis, and apoptosis [16, 17]. MALAT1 functions as an oncogene by acting as a sponge for miR-34a and upregulating cyclin D1 expression in osteosarcoma [18]. In prostate cancer, MALAT1 acts as a competitive endogenous RNA for miR-1 and is associated with cell proliferation, invasion, and apoptosis [19, 20]. MALAT1 also inhibits apoptosis by upregulating the anti-apoptotic members Bcl-2 and Bcl-xL [21]. In addition, MALAT1 could reduce cisplatin sensitivity in NSCLC by regulating the expression of miR-145 and KLF transcription factor 4 [22]. It was found that MALAT1 could suppress the inhibitory effect of polyphyllin I (PPI) and PPI-induced apoptosis on gefitinib-resistant NSCLC cells [23]. Since MALAT1 plays a critical role in tumor development, employing antisense oligonucleotides, small interfering RNA (siRNA), or the CRISPR system might be a promising therapeutic strategy targeting MALAT1 [16, 24]. Besides, MALAT1 is a relatively stable transcript that can be detected in tumor tissue and body fluids with a half-life of 9 to 12 h [25]. Taken together, MALAT1 has potential use as a biomarker for cancer diagnosis and prognosis [16].

Bioinformatic tools have become increasingly important in cancer research as they can be used to identify biological functions and signaling pathways associated with cancer genes. Moreover, these tools have facilitated the identification of potential biomarker candidates. In this study, we profiled differentially expressed genes (DEGs) significantly altered by MALAT1 knockdown in NSCLC cells. Furthermore, DEGs closely related to NSCLC development were selected through bioinformatic analyses, and the relationships between selected DEGs and NSCLC were identified. Our results provide underlying information on the molecular activities of MALAT1.

## Materials and methods

### Cell-preparation

Cell culture and transfection were performed as previously described [26]. A normal lung cell line (MRC5) and three NSCLC cell lines (H460, A549, H1299) were obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA). Cells were cultured in RPMI-1640 (Hyclone, Marlborough, MA, USA) or DMEM (Hyclone) supplemented with 10% FBS (Hyclone), 100 U/ml penicillin, and 100 µg/ml streptomycin (Gibco, Waltham, MA, USA) at 37 ℃ in a 5% CO_2_/95% air atmosphere.

Each cell line was divided into negative controls, and si-Control (Invitrogen, Waltham, MA, USA) treated and si-MALAT1 (Invitrogen) treated cells. Cells (70–80% confluent) from each si-Control group and si-MALAT1 group were transiently transfected with siRNAs (10 µM) for control (si-Control) or MALAT1 knockdown (si-MALAT1) using Lipofectamine RNAiMAX (Invitrogen). For cell viability and motility evaluations, cells were incubated for 24 h post-transfection.

### Total RNA-preparation

After transient transfection, total RNA was isolated using TRIzol (Invitrogen), as previously described [27]. RNA qualities and concentrations were assessed using a Nanodrop 2000 (Thermo Scientific, Waltham, MA, USA) and an OD 260/280 ratio. Extracted RNAs were used for reverse transcription quantitative real-time polymerase chain reaction (RT-qPCR) and transferred to Macrogen Inc. (Macrogen, Seoul, Republic of Korea) for transcriptome sequencing.

### RT-qPCR

First-strand cDNA was generated from total RNA using the M-MLV reverse transcriptase system (Bioneer, Daejeon, Republic of Korea). The conditions used for reverse transcription (RT) were 60 min at 37 ℃ and 5 min at 99 ℃. RT products were stored at 4 ℃ for 30 ~ 40 min, and then subjected to RT-qPCR using specific primers (Supplementary Table 1). The expression levels of RT products were determined using GoTaq® qPCR Master Mix (Promega, Madison, WI, USA) according to the manufacturer’s protocol and normalized versus U6. Relative RNA expression levels were calculated at least three times using the comparative 2^−ΔΔCt^ method.

### Cell viability assays

Cell counting was performed using trypan blue solution (Gibco) [28]. Briefly, cells (1 × 10^5^) were plated on 60 mm plates for 24 h and transfected with 2 µL (10 µM) si-Control or 2 µL (10 µM) si-MALAT1. Cells were separated with 10% trypsin-EDTA (Gibco), washed with PBS, resuspended in PBS, and diluted 1:1 with trypan blue solution. Short-term viabilities were determined by counting the number of surviving cells for 0 ~ 5 days.

Colony formation assays were used to determine long-term cell viabilities. H460 cells were seeded at 500 cells per 35 mm dish, and H1299 and A549 cells were seeded at 400 cells per 35 mm dish [29]. Cells were transfected with 1 µL (10 µM) si-Control or 1 µL (10 µM) si-MALAT1 48 h later and incubated in a 5% CO_2_/95% air atmosphere for 12 days at 37 ℃. Colonies containing 50 or more cells were imaged and scored as the number of colonies. The resulting colonies were washed twice with PBS fixed with 10% methanol/10% acetic acid, and stained with 1% crystal violet (Sigma, St. Louis, MO, USA).

### Cell motility assays

A wound-healing assay was used to investigate the effect of MALAT1 on cell motility [30]. Non-treated cells and cells transient transfected with 2 µL (10 µM) si-Control or 2 µL (10 µM) si-MALAT1 were grown to 80% confluence in 60 mm dishes at 37 ℃ in 5% CO_2_. After 6 h, cells were scraped with 200 µL pipette tip, washed with PBS to remove non-attached cells, and incubated in fresh culture medium for 24 ~ 48 h. Areas covered by migrating cells were then determined using photomicrographs taken at × 100 using an Olympus CKX 53 inverted microscope (Olympus Optical, Tokyo, Japan).

Cell invasion analysis was performed using 24-well Transwell chambers with 8.0 μm pore polycarbonate membranes (Corning, Bedford, MA, USA). Transwell invasion assays were performed as previously described [31]. NSCLC cells (5 × 10^4^) were seeded in membranes pre-coated with Matrigel (Corning) in upper chambers. Then, the cells were transfected with 0.1 µL (10 µM) si-Control or 0.1 µL (10 µM) si-MALAT1. After 24 h incubation, the cells in upper chambers were removed with cotton swabs, and cells that had migrated to lower membrane surfaces were fixed and stained with a 5% crystal violet. Photomicrographs were taken at × 400 using an Olympus CKX53 inverted microscope (Olympus Optical). Three images of 10 random fields per membrane were captured, and the number of cells that migrated to lower membrane surfaces were counted. All experiments were repeated three times.

### Statistical analysis

Statistical analysis was performed using Prism 5 software (GraphPad Software, San Diego, CA, USA), and statistical significance was accepted for p-value < 0.05. All experiments were performed independently in triplicate. The ranking of experimental results was performed by one-way or two-way ANOVA. After analysis by one-way ANOVA, Tukey’s honestly significant difference test was performed, whereas after analysis by two-way ANOVA, Bonferroni’s post-test was performed.

### Transcriptome sequencing

Total RNA concentrations were evaluated using Quant-IT RiboGreen (Invitrogen). In order to assess the integrity of total RNA, samples were run on TapeStation RNA Screen Tapes (Agilent, Santa Clara, CA, USA). Only high-quality RNA preparations with RIN values ​​> 7.0 were used to construct RNA libraries. Libraries were independently prepared using 0.5 µg of total RNA per sample using the Illumina TruSeq Stranded Total RNA Library Prep Gold Kit (Illumina, San Diego, CA, USA). After rRNA had been removed from total RNA using the Ribo-Zero rRNA Removal Kit (Human/Mouse/Rat Gold) (Illumina), the remaining mRNA was fragmented into small pieces using divalent cations at elevated temperatures.

Cleaved RNA fragments were copied into first-strand cDNA using SuperScript II reverse transcriptase (Invitrogen) and random primers. This was followed by second-strand cDNA synthesis using DNA polymerase I, RNase H, and dUTP. cDNA fragments were subjected to the final repair, single ‘A’ base addition, and adapter ligation. Products were then purified and concentrated by PCR to generate the final cDNA library. Libraries were quantified using the KAPA Library Quantification Kit for Illumina Sequencing Platforms according to the qPCR Quantification Protocol Guide (Kapa Biosystems, Wilmington, MA, USA) and then validated using a TapeStation D1000 ScreenTape (Agilent). Indexed libraries were then submitted to Illumina NovaSeq (Illumina), and paired-end (2100 bp) sequencing was performed at Macrogen Inc. [32]. The sequencing results were deposited in the Gene Expression Omnibus database (GEO Series accession number GSE230291).

### RNA-seq data analysis

Raw reads from the sequencer were preprocessed to remove low-quality and adapter sequences prior to analysis, and reads for *Homo sapiens* (hg38) were processed using HISAT v2.1.0 [33]. HISAT uses two types of indexes for alignment: global whole genome indexes and tens of thousands of small local indexes. These two types of indexes are constructed using the same Burrows-Wheeler transform (BWT) and a graph FM index (GFM) as Bowtie2. Because these efficient data structures and algorithms are used, HISAT generates junctional alignments several times faster than Bowtie2 and BWT. The reference genome sequence and annotation data of *Homo sapiens* (hg38) were downloaded from the UCSC Table Browser (http://genome.uscs.edu). After sorting, StringTie v2.1.3b [34, 35] was used to assemble the sorted reads into transcripts and estimate their abundances. The results obtained provided an estimate of relative abundances as read counts of the expressed transcripts and genes in each sample.

Statistical analysis was conducted to identify DEGs using the gene abundance estimates. Genes with read count values ​​greater than zero in the sample were excluded. Log_2_ transformation was accomplished by adding 1 to each Read Count value of filtered genes, and log_2_ values were subjected to RLE normalization. The statistical significances of differential expression data were determined using nbinomWaldTest with DESeq2. The null hypothesis was that group fold changes were no different. False discovery rate (FDR) was controlled by adjusting p-values by applying the Benjamini-Hochberg algorithm. For the DEGs set, hierarchical clustering analysis was performed using perfect connectivity and Euclidean distance as measures of similarity.

### GO and KEGG pathway enrichment analyses

Gene ontology (GO) enrichment analysis (http://geneontology.org/) [36, 37] and Kyoto encyclopedia of genes and genomes (KEGG) pathway enrichment analysis (https://www.genome.jp/kegg/) [38–40] for a list of essential genes were performed based on the database for annotation, visualization, and integrated discovery (https://david.ncifcrf.gov/) [41, 42]. R (version 4.2.2) was used to visualize GO and KEGG pathway enrichment analyses of common DEGs. These two analyses provide integrated functional genomic annotations.

### Bioinformatic database analyses

The OncoLnc database (http://www.oncolnc.org/) contains survival data for 8,647 patients extracted from 21 cancer studies performed by the cancer genome atlas (TCGA), along with RNA-seq expression data for mRNAs and miRNAs from TCGA and lncRNA expression data from MiTranscriptome beta [43]. The prognostic value of OncoLnc expression data was investigated to determine the relationship between gene expression and NSCLC patient survival rates. Kaplan-Meier survival curves were constructed using OncoLnc to assess the impact of gene expression on prognosis [44].

The TNMplot database (https://www.tnmplot.com/) is a web platform that uses available transcriptome-level data sets to build an integrated database and enables the mining of this database by real-time comparisons of normal, tumor, and metastasis data for all genes [45]. The TNMplot database was used to compare gene expressions in normal and tumor tissues of NSCLC patients [46].

## Results

### Dysregulation of MALAT1 in NSCLC cell lines

To identify MALAT1 expression status, we evaluated the expression levels of MALAT1 in a normal lung cell line, MRC5, and three NSCLC cell lines including H460, H1299, and A549. RT-qPCR showed the expression levels of MALAT1 were elevated in the three NSCLC cell lines versus MRC5 cells (Fig. 1A). In addition, RT-qPCR showed that the expression level of MALAT1 was significantly reduced in three NSCLC cell lines after si-MALAT1 treatment (Fig. 1B). Cell counting and colony formation assays were performed to verify that MALAT1 expression levels were related to viability. Cell counting assays were performed to assess the short-term effects of MALAT1 knockdown on NSCLC cell growth. Cell counts of untreated NSCLC controls significantly increased over time, whereas cell counts remained unchanged after MALAT1 knockdown (Fig. 1C). Colony formation assays were also performed to assess the long-term effects of MALAT1 downregulation on NSCLC cell proliferation, and MALAT1 knockdown was found to significantly reduce colony-forming ability (Fig. 1D). These results showed MALAT1 dysregulation in NSCLC cells responsible for NSCLC cell survival and proliferation.

**Fig. 1:**
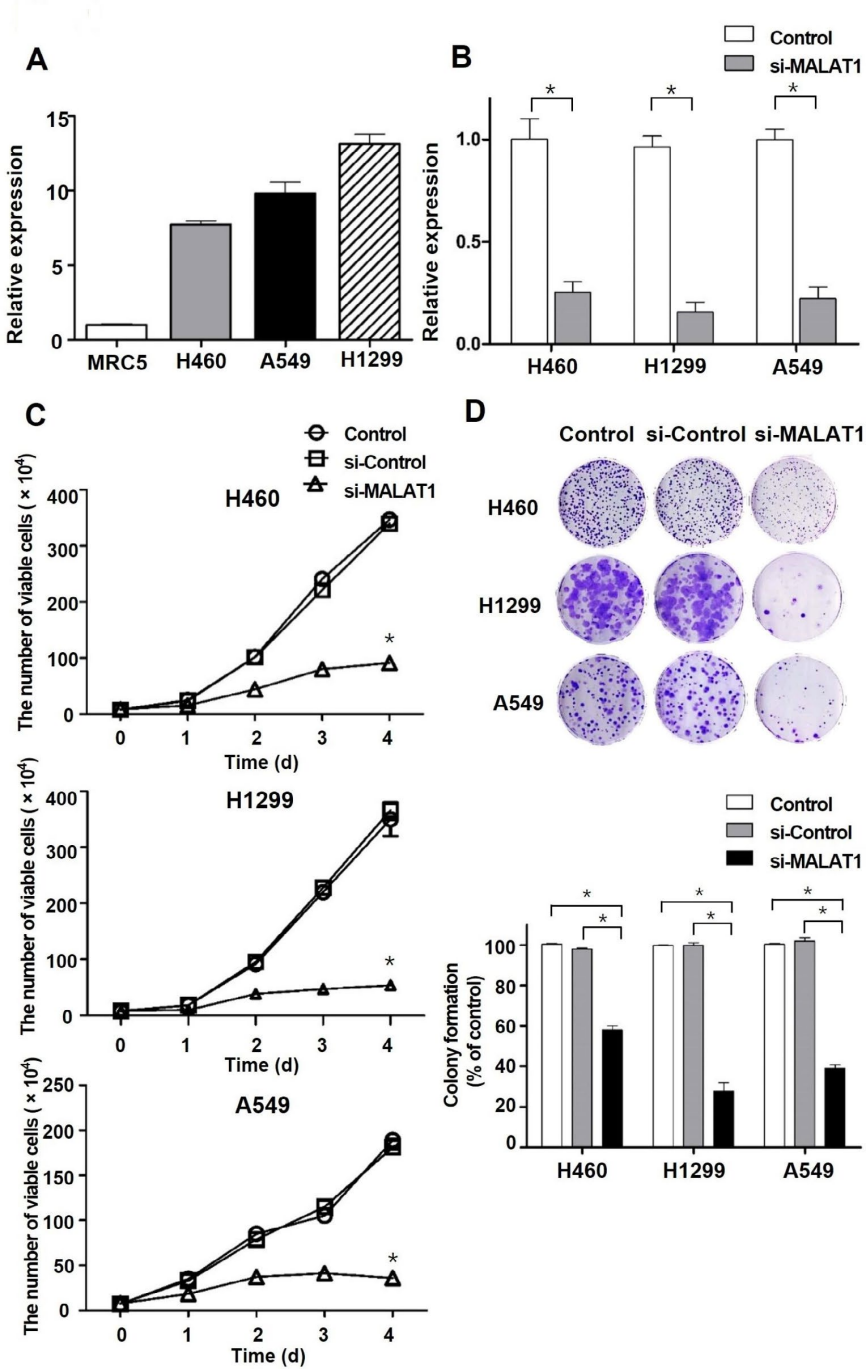
The effects of MALAT1 on relative expression level and cell viability in NSCLC cell lines. (**A**) Relative expression levels of MALAT1 in normal lung cell line (MRC5) and NSCLC cell lines (H460, A549, H1299) were quantified by RT-qPCR. (**B**) Relative expression levels of MALAT1 in the control groups and si-MALAT1 treatment groups were quantified by RT-qPCR. (**C**) Short-term effects of MALAT1 knockdown on NSCLC cell viability were determined by a cell counting assay. The number of viable cells was compared with control groups. (**D**) Long-term effects of MALAT1 knockdown on NSCLC cell viability were determined by a colony formation assay. Quantitative analyses of the number of NSCLC cell clones were performed with Image J. *p < 0.05

### Inhibitory effects of MALAT1 knockdown on NSCLC cell motility

Wound healing and Transwell invasion assays were performed to assess the effects of MALAT1 on cell motility, a characteristic of cancer cells. Wound healing assays showed that migration ability was significantly suppressed in the si-MALAT1 group versus untreated controls (Fig. 2A). Furthermore, Transwell invasion assays showed that si-MALAT1 treatment significantly reduced NSCLC cell invasion versus untreated controls (Fig. 2B). These results suggest that MALAT1 facilitates metastasis in NSCLC.

**Fig. 2:**
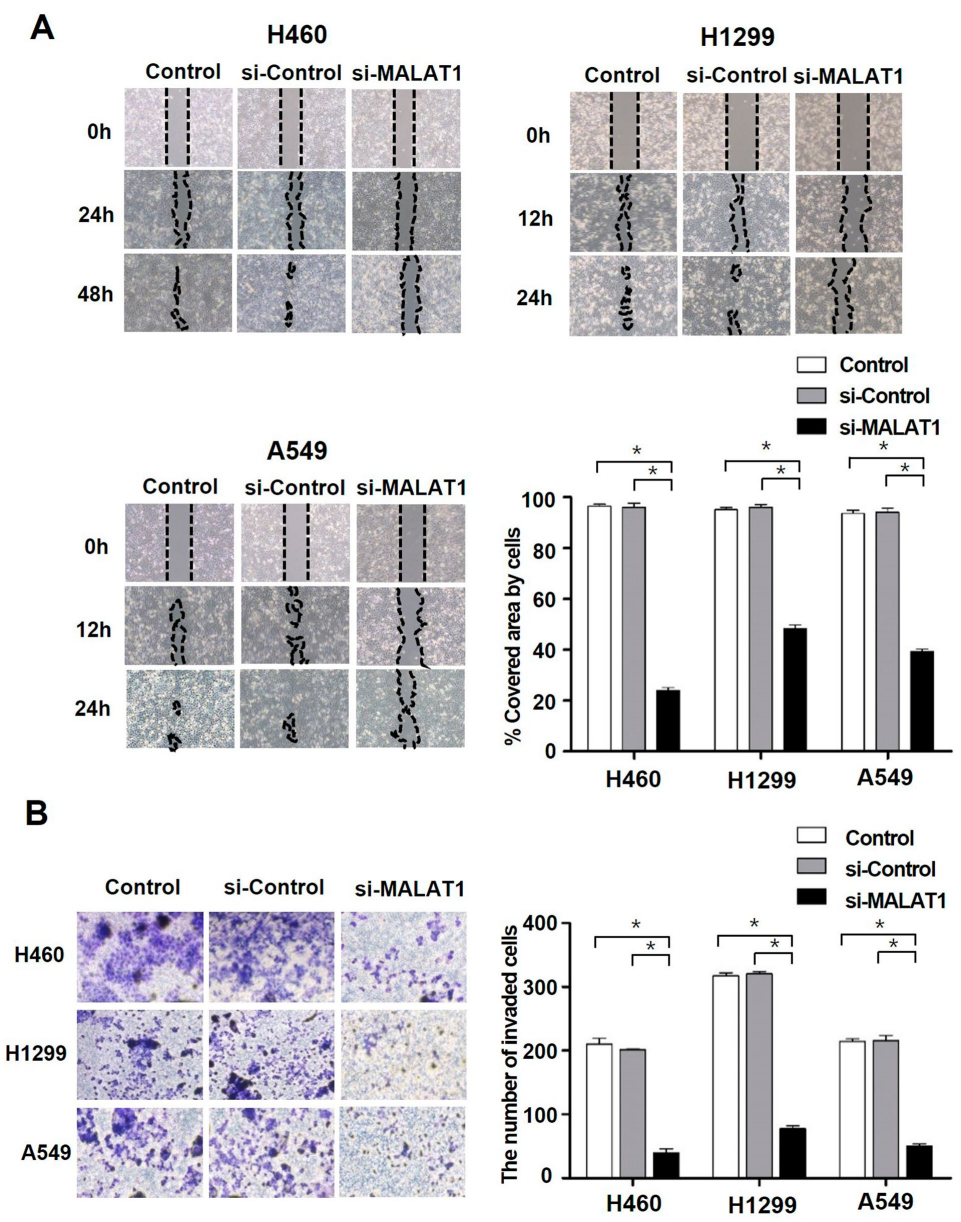
The effects of MALAT1 on cell motility in NSCLC cell lines. (**A**) The effects of MALAT1 knockdown on NSCLC cell migration were assessed by a wound healing assay. The graph shows the percentage of covered areas in si-MALAT1 groups compared to control groups. (**B**) The effects of MALAT1 knockdown on NSCLC cell invasion were assessed by a Transwell invasion assay. The number of invaded cells was compared with control groups. *p < 0.05

### Profiling of DEGs in MALAT1 knockdown NSCLC cell lines

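Total RNA from 6 cultures was sequenced, 1 control library and 1 si-MALAT1 library for each of the NSCLC cell lines H460, H1299, and A549. The sample labels describe the controls as non-treated cells, while the methods describe both negative controls and si-Control cells and do not name which of them was sequenced. Libraries were prepared with a stranded total RNA kit after removal of ribosomal RNA and sequenced in pairs of reads. The authors trimmed the reads, aligned them to hg38 with HISAT, and deposited for 46427 genes the read counts, FPKM, and TPM estimated by StringTie on an NCBI annotation. The read counts summed to 68515992 in the H460 control library and 65067040 in the H460 si-MALAT1 library, to 66549197 and 60870796 in H1299, and to 42506818 and 46015222 in A549. The read counts were scaled with RLE size factors over the 6 libraries, 1 was added, and the log2 fold change was taken as si-MALAT1 minus control within each cell line. The 17834 genes with at least 1 read in each of the 6 libraries were kept. There was 1 library per cell line and condition, so a fold change within a cell line has no replicate check. Its interval is the exact 95% Clopper-Pearson interval on the split of a gene's reads between the 2 libraries. The interval covers counting error only and takes the reads as independent. MALAT1 (Gene ID 378938) lies on chromosome 11 of GRCh38 from 65497738 to 65506516 and is annotated as a lncRNA. Its read count was 231045 in the H460 control and 43858 after si-MALAT1, a log2 fold change of -2.32 (95% interval -2.33 to -2.30). The counts were 407551 and 47935 in H1299, a log2 fold change of -2.96 (-2.97 to -2.94), and 93747 and 14447 in A549, a log2 fold change of -2.84 (-2.87 to -2.82). MALAT1 was therefore lower in the library labelled si-MALAT1 in each cell line.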

RNA-seq analysis was performed to identify gene expression changes in the NSCLC cell lines after MALAT1 knockdown to identify genes associated with MALAT1. Only genes exhibiting expressional changes of 1.5-fold or more differences after MALAT1 knockdown (|log_2_ fold change| ≥ 1.5) were selected for further investigation (Supplementary Table 2). 

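With a |log2 fold change| of at least 1.5, 232 genes were higher and 260 were lower after si-MALAT1 in H460, 179 were higher and 210 lower in H1299, and 300 were higher and 299 lower in A549. The text gives a fold change of 1.5 as well as a log2 fold change of 1.5. With a fold change of at least 1.5, which is 0.58 on the log2 scale, the numbers were 1695 higher and 1828 lower in H460, 2084 and 2035 in H1299, and 2056 and 2031 in A549. With log2(TPM + 1) in place of the scaled read counts, 23 genes in H460, 31 in H1299, and 53 in A549 passed a log2 fold change of 1.5. The setting that lowered these numbers most, log2(FPKM + 1), was chosen after the values were seen and left 17, 25, and 47. Many of the genes past a log2 fold change of 1.5 had few reads. The mean read count of the 2 libraries was under 50 for 82.7% of them in H460, 72.0% in H1299, and 78.0% in A549. To show how many genes counting error alone would bring past the threshold, the reads of the 2 libraries of a cell line were pooled and redrawn 100 times in proportion to the size factors. The redraws gave 489 genes on average over the 3 cell lines and both directions, with a range of 452 to 532, where the libraries gave 1480. On average the redraws gave 74.0 genes higher and 92.1 lower in H460, 41.9 and 47.2 in H1299, and 126 and 108 in A549. These redraws treat each read as independent, although the libraries were sequenced in pairs of reads, so they may understate counting error. They also do not include variation between cultures or library preparations, which 1 library per condition cannot show.

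**Figure D1:**
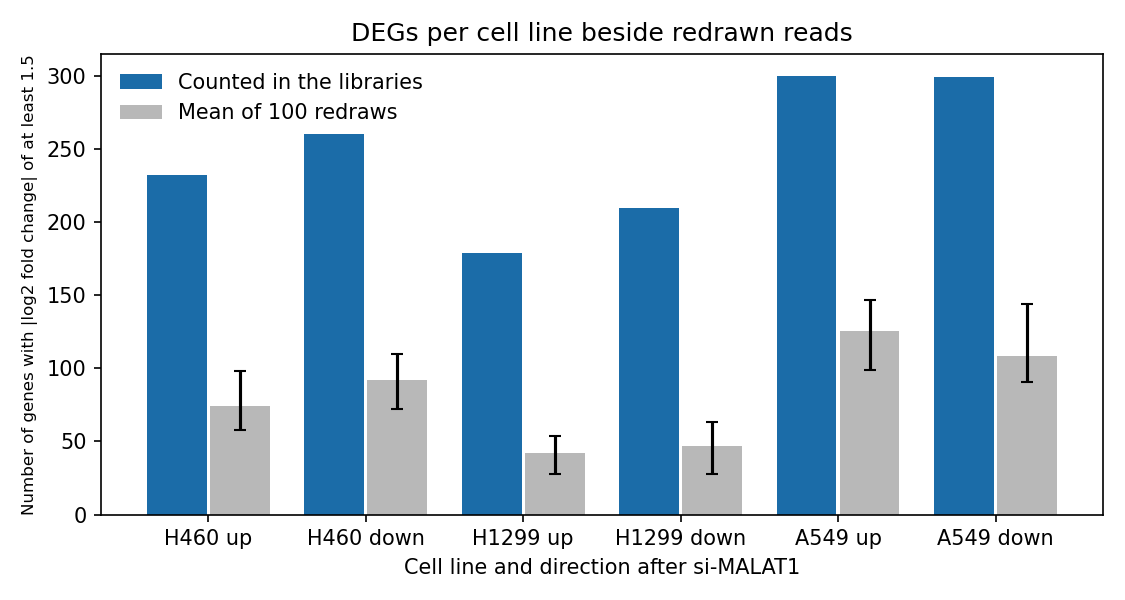
Number of genes with a |log2 fold change| of at least 1.5 after si-MALAT1, higher (up) and lower (down) in H460, H1299, and A549, on a linear axis. Blue bars are the numbers counted in the libraries, and grey bars are the mean of 100 redraws of the pooled reads with whiskers from the lowest to the highest redraw; each blue bar stands above the whiskers beside it.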

Common DEGs, that is, genes showing identical fold changes in the three NSCLC cell lines, were considered MALAT1-associated genes. 

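A |log2 fold change| of at least 1.5 in all 3 cell lines was found for 16 genes. Of these 16 genes, 9 changed in the same direction in the 3 cell lines and 7 changed in mixed directions. With the threshold at a fold change of 1.5, 778 genes passed in all 3 cell lines, 440 in the same direction and 338 in mixed directions. Among the 15903 genes with a mean read count of at least 50, 40.1% had a log2 fold change of the same sign in the 3 cell lines, where independent signs would give 25%. Across these genes, which are not independent replicates, the Spearman correlation of the log2 fold changes was 0.14 between H460 and H1299, 0.37 between H460 and A549, and 0.39 between H1299 and A549. The corresponding Pearson correlations were 0.11, 0.19, and 0.26.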

Venn Diagram was used to screen common DEGs in the three NSCLC cell lines. 

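Counted at a |log2 fold change| of at least 1.5, 3 genes were higher and 6 were lower in all 3 cell lines after si-MALAT1. Counted at a fold change of at least 1.5, 212 were higher and 228 were lower in all 3. When the genes' labels were permuted within 20 bins of mean expression, 10000 times for each cell line, the lists of the 3 cell lines shared 0.283 higher genes and 0.496 lower genes on average at a |log2 fold change| of 1.5. As many higher genes as observed were shared in 30 of the 10000 permutations, and as many lower genes in 0 of them. At most 4 lower genes were shared in a permutation. The 6 observed include MALAT1, the target of the siRNA, and its antisense TALAM1, and no permutation without them was run. The 0 for the lower genes may therefore rest on the knockdown itself. With a fold change of 1.5 the permutations shared 54.1 higher and 54.7 lower genes on average, and 0 of the 10000 reached the observed numbers in either direction. The common DEGs with a mean read count of at least 50 were few. Among the lower genes, these were MALAT1, TALAM1, and SERF2-C15ORF63. TALAM1 (Gene ID 109136579), annotated as the antisense RNA of MALAT1 on chromosome 11 from 65499312 to 65507432, had log2 fold changes of -2.16 in H460, -1.73 in H1299, and -4.32 in A549, and the files do not say whether reads were counted by strand. SERF2-C15ORF63 (Gene ID 100529067), a readthrough transcript that overlaps the genes it joins, had log2 fold changes of -2.59, -2.52, and -2.36. Among the higher genes, only the readthrough transcript ABHD14A-ACY1 (Gene ID 100526760) had a mean read count of at least 50, with log2 fold changes of 3.95, 1.59, and 1.76. The 3 cell lines were also compared as 3 pairs in edgeR's quasi-likelihood test with the cell line as a block and Benjamini-Hochberg adjustment. Of the 19122 genes tested, MALAT1 was lower with an adjusted p of 0.0381, 0 genes were higher, and 2863 genes had an unadjusted p under 0.05. The number depended on the test and the cell lines. DESeq2's Wald test, which the methods name, gave 563 genes higher and 577 lower at an adjusted p under 0.05. The edgeR test gave 51 and 112 without H460, and 0 in either direction without H1299 or without A549. The adjusted p of MALAT1 was 0.00705 without H460, 0.125 without H1299, and 0.275 without A549, and over the alternatives it ran from 7.05e-55 to 1.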

MALAT1 knockdown resulted in the up- and downregulation of 198 and 266 common DEGs, respectively (Fig. 3A and B), which were considered putative tumor suppressor genes and oncogenes, respectively.

**Fig. 3:**
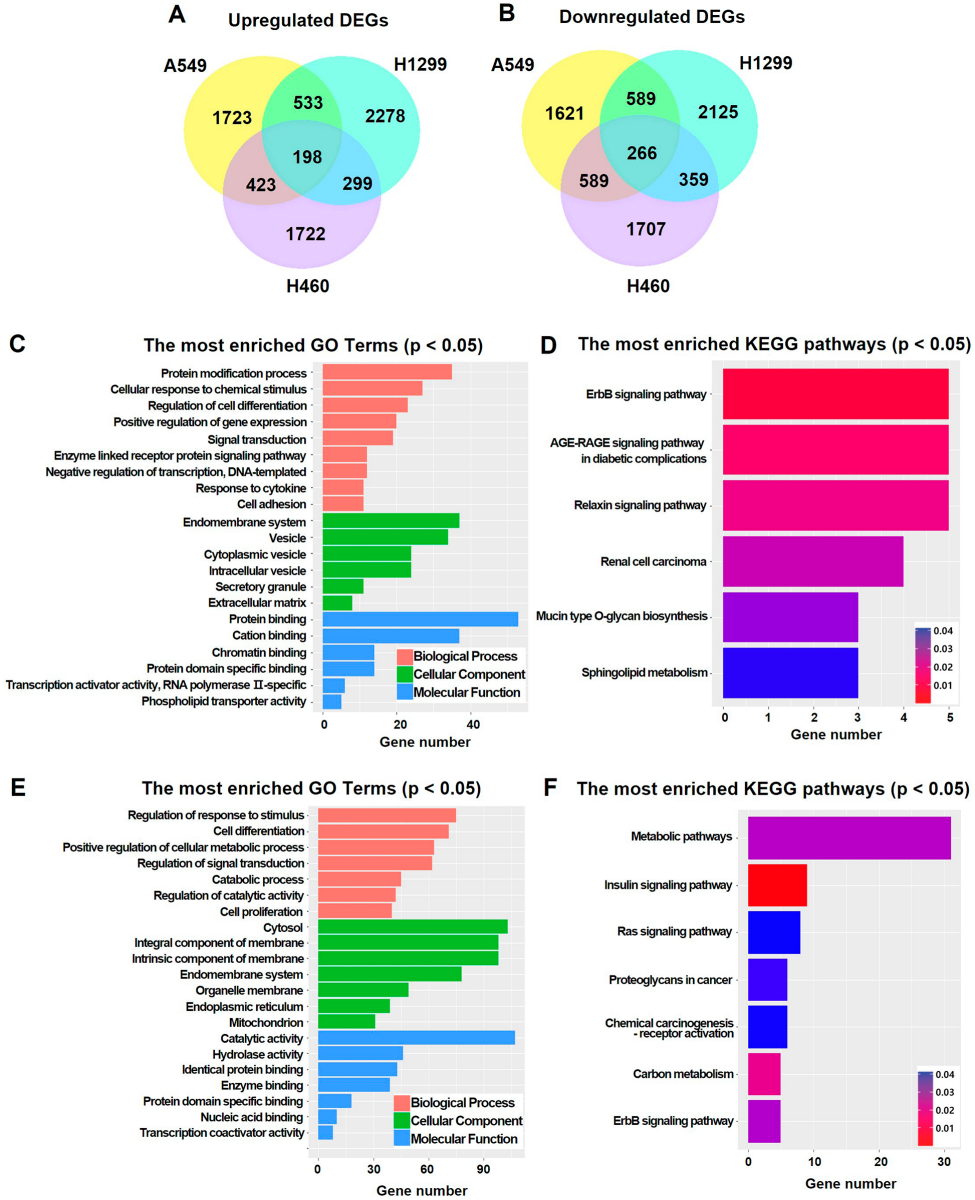
DEGs, GO enrichment, and KEGG pathway enrichment analyses in NSCLC cell lines after MALAT1 knockdown. (**A**) Venn Diagram represents the overlapped upregulated DEGs (log_2_ fold change ≥ 1.5). (**B**) Venn Diagram represents the overlapped downregulated DEGs (log_2_ fold change ≤ -1.5). (**C**) GO enrichment analysis of the upregulated DEGs shows the abundant terms based on p < 0.05 in the top ranking. (**D**) KEGG pathway enrichment analysis is shown for the upregulated DEGs. The color gradient from blue to red indicates p-value. (**E**) GO enrichment analysis of the downregulated DEGs shows the abundant terms based on p < 0.05 in the top ranking. (**F**) KEGG pathway enrichment analysis is shown for the downregulated DEGs. The color gradient from blue to red indicates p-value

### Functional analyses of common DEGs

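The genes higher by a fold change of at least 1.5 in all 3 cell lines were 136 protein-coding genes, 45 lncRNA genes, and 31 genes of other biotypes, as the deposited table annotates them. The lower genes were 152 protein-coding genes, 40 lncRNA genes, and 36 of other biotypes. Protein-coding genes made up 64.2% of the higher and 66.7% of the lower genes, against 72.0% of the genes tested. The median of the mean read count over the 6 libraries was 137 for the higher genes and 826 for the lower ones.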

GO and KEGG pathway enrichment analyses were performed on the 198 upregulated and 266 downregulated common DEGs. The analyses showed that these DEGs are involved in tumor development. GO enrichment analysis showed upregulated DEGs were highly related to: ‘protein modification process’ (35 genes, p = 7.52e-03) and ‘cellular response to chemical stimulus’ (27 genes, p = 2.63e-02) of the Biological Process, ‘endomembrane system’ (37 genes, p = 4.02e-02) and ‘vesicle’ (34 genes, p = 2.68e-02) of the Cellular Component, and ‘protein binding’ (53 genes, p = 3.29e-02) and ‘cation binding’ (37 genes, p = 4.53e-02) of the Molecular Function (Fig. 3C). Protein modification processes play an important role in the regulation of cancer hallmarks [47]. KEGG pathway enrichment analysis showed that the upregulated common DEGs were highly associated with pathways including ‘ErbB signaling pathway’ (5 genes, p = 8.35e-03) and ‘AGE-RAGE signaling pathway in diabetic complications’ (5 genes, p = 1.45e-02) (Fig. 3D). The ErbB signaling pathway plays crucial roles in the development and progression of cancer [48].

GO enrichment analysis also showed that downregulated DEGs were highly related to: ‘regulation of response to stimulus’ (75 genes, p = 9.03e-04) and ‘cell differentiation’ (71 genes, p = 5.46e-03) of the Biological Process, ‘cytosol’ (103 genes, p = 1.31E-06) and ‘integral component of membrane’ (98 genes, p = 1.10e-03) of the Cellular Component, and ‘catalytic activity’ (107 genes, p = 8.40e-05) and ‘hydrolase activity’ (46 genes, p = 4.12e-02) of the Molecular Function (Fig. 3E). KEGG pathway enrichment analysis showed that downregulated common DEGs in NSCLC cell lines were highly related to pathways including ‘metabolic pathways’ (31 genes, p = 3.43e-02) (Fig. 3F). In addition, ‘Ras signaling pathway’ (8 genes, p = 4.80e-02) and ‘chemical carcinogenesis - receptor activation’ (6 genes, p = 4.51e-02) are signaling pathways directly related to cancer. Cell differentiation is one of the main characteristics of cancer cells [49], and metabolic pathways are known to be involved in their growth and survival [50, 51]. In addition, metabolic pathways are closely related to metabolism reprogramming, including the Warburg effect in cancer cells [52].

The DEGs included in the mentioned KEGG pathways have not been actively studied in NSCLC. However, each KEGG pathway has been reported to be closely related to cancer development, indicating the need for further research on MALAT1. Summarizing, GO enrichment and KEGG pathway enrichment analyses indicated that the identified DEGs are involved in tumorigenesis in NSCLC and that MALAT1 has an oncogenic function.

### MALAT1-induced DEGs associated with tumorigenesis

We focused on ‘Molecular Function’ in GO terms to select genes predicted to be involved in tumorigenesis by interacting with MALAT1. Subsequently, the keywords for detailed screening were employed ‘metabolism’, ‘cell proliferation’ or ‘cell death’. As a result, five DEGs, phosphoglycerate mutase 1 (*PGAM1*), phosphoglycerate mutase 4 (*PGAM4*), nucleolar protein 6 (*NOL6*), nucleosome assembly protein 1 like 5 (*NAP1L5*), and sestrin1 (*SESN1*), were selected. 

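PGAM1 (Gene ID 5223) lies on chromosome 10 of GRCh38 from 97426191 to 97433444. Its log2 fold change was -1.07 in H460 (95% interval -1.11 to -1.04), -1.27 in H1299 (-1.31 to -1.23), and -1.68 in A549 (-1.73 to -1.63). PGAM4 (Gene ID 441531), on chromosome X from 77967949 to 77969638, had log2 fold changes of -1.41 (-1.69 to -1.14), -1.43 (-1.75 to -1.14), and -1.70 (-2.04 to -1.39) in the same order. NOL6 (Gene ID 65083), on chromosome 9 from 33460811 to 33473943, had log2 fold changes of -1.15 (-1.28 to -1.03), -1.46 (-1.62 to -1.30), and -1.12 (-1.23 to -1.02). NAP1L5 (Gene ID 266812), on chromosome 4 from 88695913 to 88697829, rose with log2 fold changes of 1.22 (1.04 to 1.40), 1.52 (1.38 to 1.67), and 1.79 (1.28 to 2.36). SESN1 (Gene ID 27244), on chromosome 6 from 108984309 to 109094846, rose by 0.96 (0.82 to 1.11), 0.82 (0.70 to 0.94), and 1.36 (1.24 to 1.47) on the log2 scale. Each of the 5 genes passed a fold change of 1.5 in the 3 cell lines, and none of them passed a |log2 fold change| of 1.5 in all 3. The word TGAATCA or ATGAATC occurs in the 3' UTRs of PGAM1, PGAM4, and NOL6, which fell, and of SESN1, which rose. Either word occurs in 18.3% of 13010 genes. It occurs in 70.7% of the 140 genes with a 3' UTR that were lower by at least 1.5-fold in the 3 cell lines. Lists matched to these on 3' UTR length had 22.0% on average. Among the 113 genes with a 3' UTR that were higher by at least 1.5-fold, 6.19% carry either word.

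**Figure D2:**
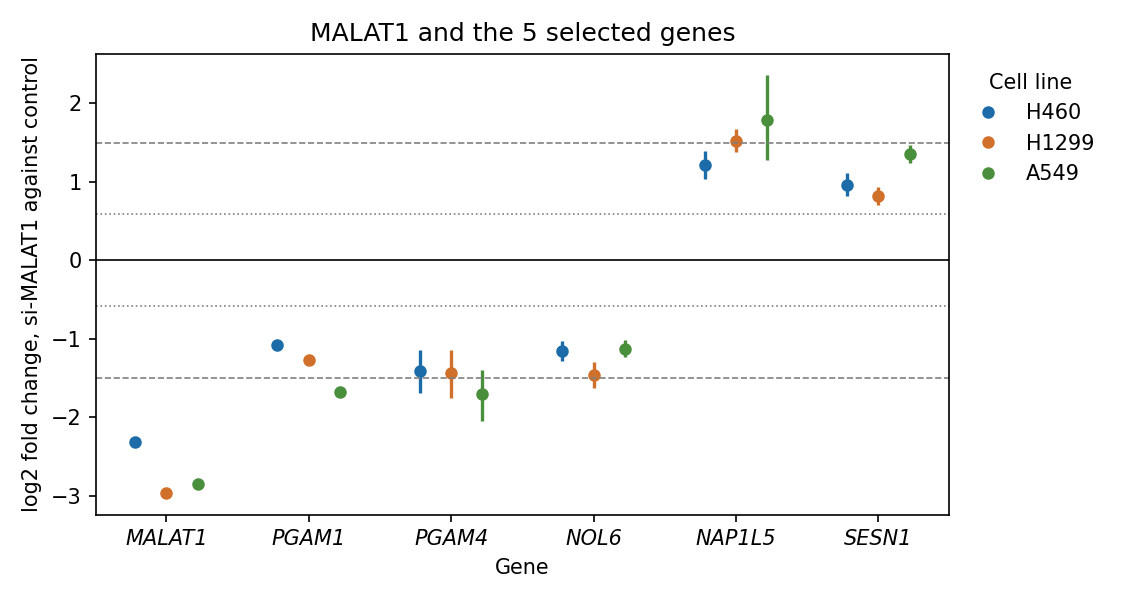
The log2 fold change of MALAT1 and the 5 selected genes after si-MALAT1 in H460, H1299, and A549, 1 point per cell line from 1 library per condition. Vertical lines are exact 95% intervals on the split of the reads and are hidden by the point where narrow; dashed grey lines mark a log2 fold change of 1.5 and dotted lines a fold change of 1.5 in either direction. MALAT1, PGAM1, PGAM4, and NOL6 lie below 0 and NAP1L5 and SESN1 above 0 in the 3 cell lines.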

For bioinformatic studies, survival analysis was performed using the OncoLnc database (http://www.oncolnc.org/) for selected DEGs on NSCLC patients with clinical impact (Fig. 4). We found that high expression levels of *PGAM1* and *PGAM4* in lung adenocarcinoma (LUAD) patients and *NOL6* in lung squamous cell carcinoma (LUSC) patients were associated with low overall survival rates. On the other hand, high expression levels of *NAP1L5* and *SESN1* increased overall survival in LUAD patients. In addition, we used the TNMplot database (https://tnmplot.com/) to analyze gene expression levels between tumors and adjacent tissues for the five DEGs (Fig. 5). Results confirmed that the expressional levels of *PGAM1* and *PGAM4* were elevated in the LUAD tissue group and that those of *NOL6* were increased in LUSC tissue group. On the other hand, the expressional levels of *NAP1L5* and *SESN1* were diminished in the LUAD tissue group. Thus, we identified three downregulated and two upregulated DEGs in the MALAT1 knockdown group, and bioinformatic analyses suggested these selected DEGs might be molecular biomarkers (Supplementary Table 3).

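Over the 3 cell lines, the mean log2 fold change was -1.34 ± 0.31 (SD, n = 3) for PGAM1, -1.52 ± 0.16 for PGAM4, -1.24 ± 0.18 for NOL6, 1.51 ± 0.29 for NAP1L5, and 1.05 ± 0.28 for SESN1. The change of each gene was larger than its spread between the cell lines. The adjusted p-value of each of the 5 genes was 0.0734 in the paired edgeR test, over 0.05. With DESeq2's Wald test, which the methods name, on the same pairs it was 1.53e-13 for PGAM1, 9.06e-07 for PGAM4, 1.91e-11 for NOL6, 6.44e-08 for NAP1L5, and 1.68e-06 for SESN1, so the call depended on the test. In edgeR without H460 it was 0.023 for PGAM1, 0.031 for NOL6, and 0.039 for NAP1L5, and it stayed over 0.05 for PGAM4 and SESN1. For PGAM1, NOL6, and NAP1L5 it was 0.131, 0.131, and 0.145 without H1299, and 0.521, 0.46, and 0.46 without A549. Without the block it was 1 for each of the 5 genes.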

**Fig. 4:**
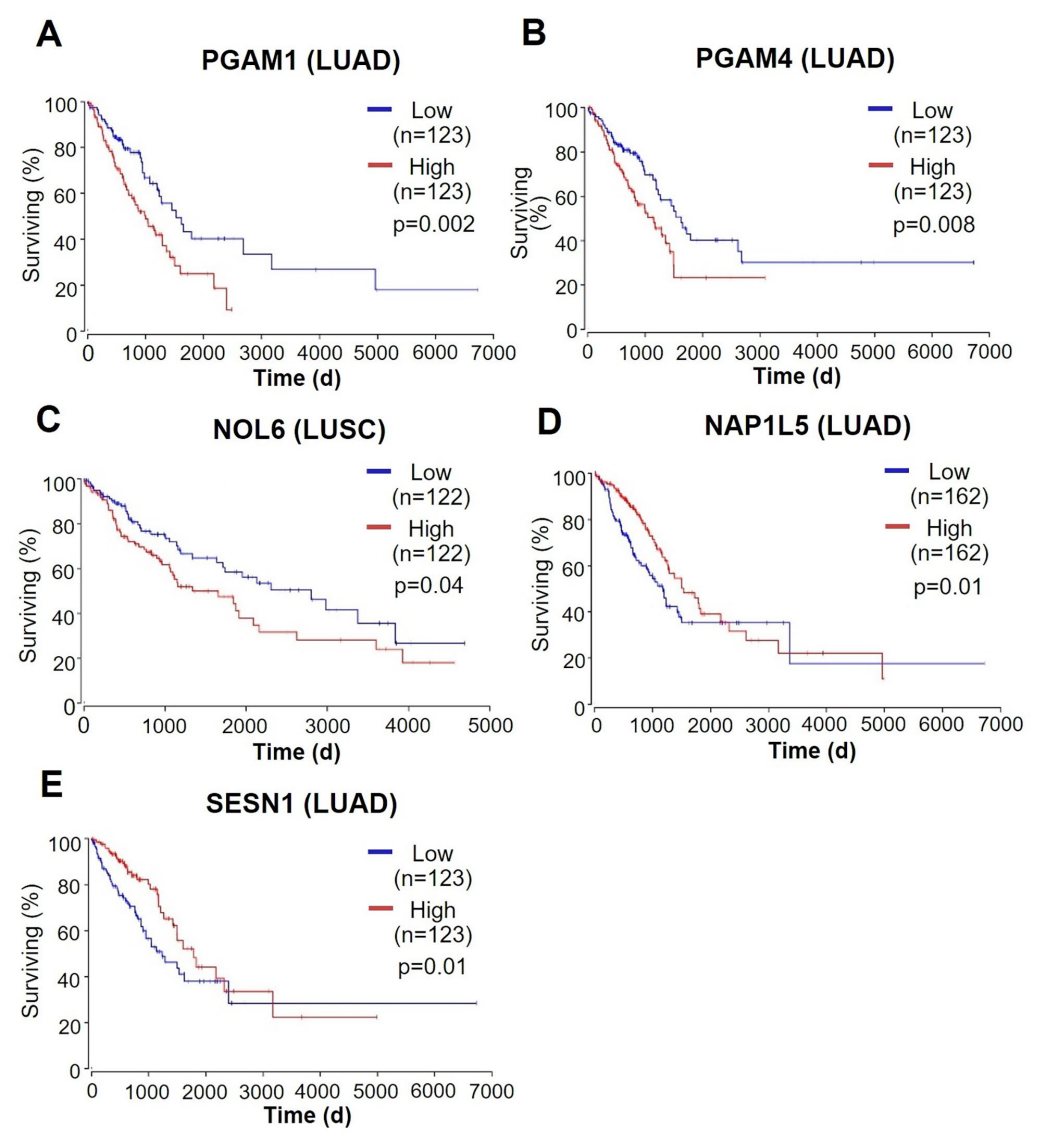
The results of survival analysis of five selected DEGs. (**A**) *PGAM1* (p = 0.002), (**B**) *PGAM4* (p = 0.008), (**C**) *NOL6* (p = 0.04), (**D**) *NAP1L5* (p = 0.01), and (**E**) *SESN1* (p = 0.01). Survival analysis in NSCLC patients was performed using the OncoLnc database

**Fig. 5:**
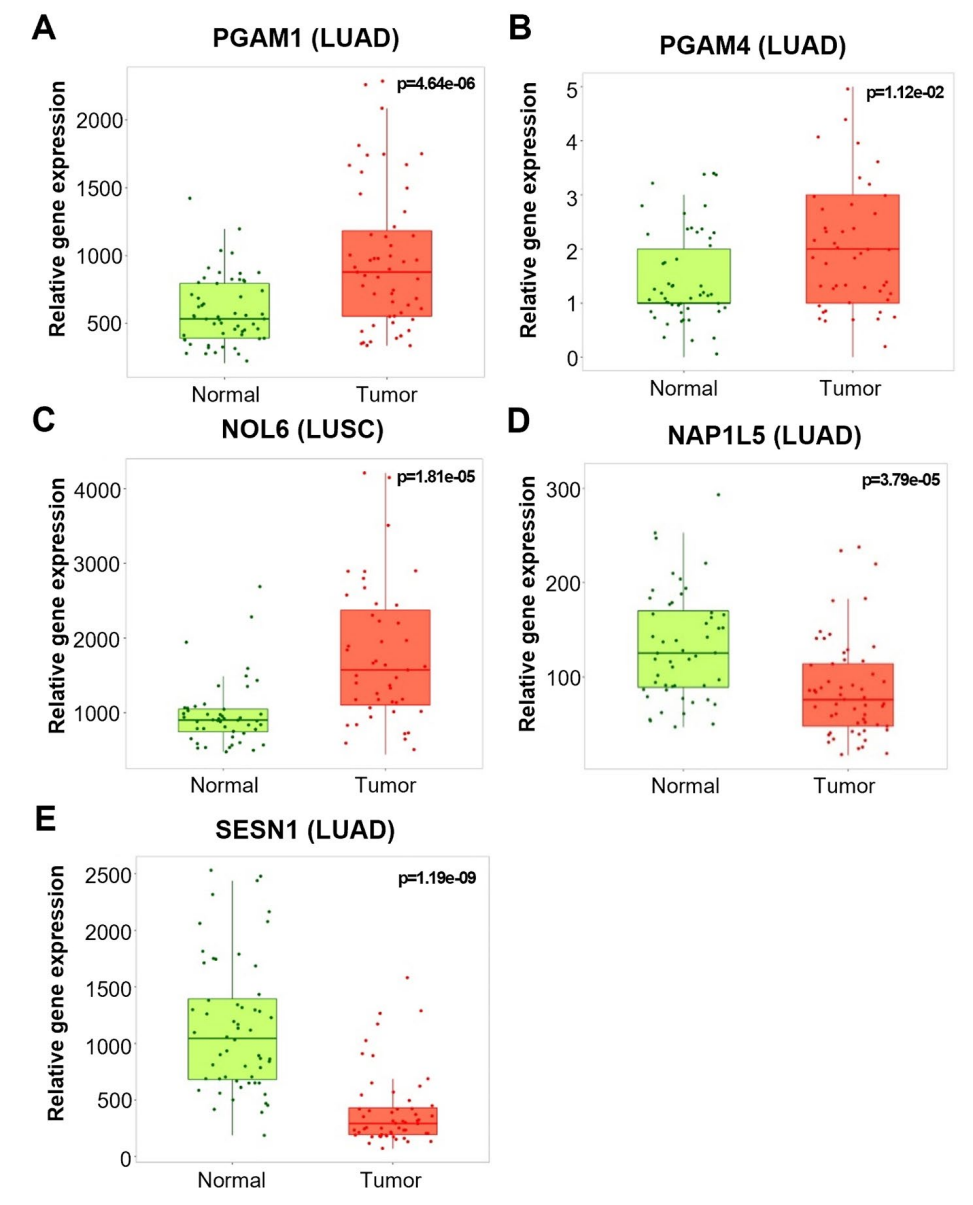
The results of gene expression analysis of five selected DEGs. (**A**) *PGAM1* (p = 4.64e-06), (**B**) *PGAM4* (p = 1.12e-02), (**C**) *NOL6* (p = 1.81e-05), (**D**) *NAP1L5* (p = 3.79e-05), and (**E**) *SESN1* (p = 1.19e-09). Gene expression analysis between NSCLC tissues and adjacent normal tissues was analyzed using the TNMplot database

## Discussion

LncRNA MALAT1 is known to play a role in the tumorigenesis of NSCLC in previous studies [53]. To determine the oncogenic function of MALAT1 in lung cancer and identify genes interacting with MALAT1, we performed cell-based assays, transcriptome analyses, and bioinformatic analyses. First, H460, H1299, and A549 cell lines were used to confirm that MALAT1 acts as an oncogene in NSCLC, since the three cell lines have been previously reported to overexpress MALAT1 [54, 55]. By evaluating cell viability and motility, this study demonstrates that MALAT1 contributes to tumorigenesis in NSCLC. Furthermore, the study confirms that the expression level of MALAT1 is significantly higher in NSCLC cells than in normal lung cells. Cell counting and colony formation assays showed significant reductions in cell viability in MALAT1-knocked down NSCLC cells, and wound healing and Transwell invasion assays confirmed MALAT1 knockdown significantly suppressed cell motility. RNA-seq analysis showed that 198 common DEGs were upregulated by MALAT1 knockdown (putative tumor suppressors), and 266 common DEGs were downregulated (putative oncogenes). GO and KEGG pathway enrichment analyses showed that DEGs were involved in tumorigenesis.

GO enrichment analysis showed that the 198 common DEGs have tumor suppressor functions; GO terms included ‘protein modification process’, ‘cellular response to chemical stimulus’, ‘vesicle’, and ‘protein binding’ (Fig. 3C). The GO term ‘protein modification process’ includes histone deacetylase 9, a known tumor suppressor, the downregulation of which has been reported to promote disease progression, particularly in lung adenocarcinoma [56]. 

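HDAC9 (Gene ID 9734), the gene of histone deacetylase 9 on chromosome 7, rose from 52 to 112 reads in H460, from 1766 to 2927 in H1299, and from 69 to 145 in A549. Its log2 fold changes were 1.17, 0.86, and 0.92. The mean was 0.98 ± 0.17 (SD, n = 3), with an adjusted p of 0.0819 in the paired edgeR test. Over the alternatives it ran from 0.000182 with DESeq2 to 1 without the block.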

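THRB (Gene ID 7068) on chromosome 3 had 68 reads in the H460 control and 98 after si-MALAT1, 53 and 79 in H1299, and 335 and 602 in A549. The log2 fold changes were 0.60, 0.69, and 0.70, just past a fold change of 1.5, and their intervals reached down to 0.15 in H460 and 0.19 in H1299. The adjusted p in the paired edgeR test was 0.227.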

The GO term ‘cellular response to chemical stimulus’ includes the thyroid hormone receptor beta (*THRB*) gene, which has been observed in lung, skin, breast, head and neck, renal, cervical, ovarian, and testicular cancer. In lung cancer, it has been reported that THRB is genetically inactivated due to abnormal methylation [57]. 

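ALPL (Gene ID 249) on chromosome 1 had between 4 and 25 reads in the 6 libraries. Its log2 fold changes of 1.21 in H460, 1.21 in H1299, and 1.12 in A549 rest on these few reads, and the 95% interval in H1299, from -0.34 to 3.58, includes 0. MYC (Gene ID 4609) on chromosome 8, the gene of c-Myc, was lower after si-MALAT1 in the 3 cell lines. Its log2 fold change was -0.18 in H460 (-0.22 to -0.14), -0.51 in H1299 (-0.58 to -0.43), and -0.59 in A549 (-0.66 to -0.52). The adjusted p of MYC was 0.198 in the paired edgeR test, and over the alternatives it ran from 0.0364 with DESeq2 to 1 without the block. Its 3' UTR carries TGAATCA.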

The GO term ‘vesicle’ includes alkaline phosphatase (*ALPL*) and c-Myc. When ERK is inactivated by ALPL-induced dephosphorylation, the c-Myc degradation pathway is suppressed, and RhoA expression is consequently increased to promote metastasis. Therefore, increased ALPL would be expected to inhibit metastasis in LUAD [58]. The GO term ‘protein binding’ includes ATPase phospholipid transporting 8B1 (*ATP8B1*), and the downregulation of ATP8B1 was reported to promote the proliferation of LUSC cells and to inhibit apoptosis and aggravate the invasion and migration of these cells in vitro and in vivo [59]. In addition, KEGG pathway enrichment analysis showed that MALAT1-affected DEGs are related to ‘ErbB signaling pathway’, ‘sphingolipid metabolism’, and ‘Relaxin signaling pathway’ (Fig. 3D). 

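ATP8B1 (Gene ID 5205) on chromosome 18 rose from 31 to 88 reads in H460, from 1216 to 2733 in H1299, and from 3403 to 6837 in A549. The log2 fold changes were 1.55, 1.30, and 0.86, so the smallest change came from the cell line with the most reads on this gene. The mean over the 3 cell lines was 1.24 ± 0.35 (SD, n = 3). In the paired edgeR test the adjusted p was 0.0734. It was 0.0418 without H460, 0.145 without H1299, and 0.468 without A549. DESeq2 gave 3e-07, and edgeR without the block gave 1.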

The ErbB signaling pathways connect the binding of extracellular growth factor ligands to intracellular signaling pathways that regulate a variety of biological responses, including proliferation, differentiation, cell motility, and survival. In addition, evidence indicates that the ErbB receptor family and its downstream pathways modulate extracellular matrix components to regulate epithelial-mesenchymal transition, migration, and tumor invasion [60–62].

GO enrichment analysis showed 266 common DEGs with GO terms such as ‘regulation of response to stimulus’, ‘cell differentiation’, ‘cytosol’, and ‘catalytic activity’ have putative tumorigenic functions (Fig. 3E). 

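EPHA2 (Gene ID 1969) on chromosome 1 fell from 5951 to 3009 reads in H460, from 11957 to 6269 in H1299, and from 5839 to 2368 in A549. These were log2 fold changes of -0.90, -0.80, and -1.45, with an adjusted p of 0.0784 in the paired edgeR test. The alternatives gave from 3.49e-07 with DESeq2 to 1 without the block.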

The GO term ‘regulation of response to stimulus’ includes EPH receptor A2 (*EPHA2*), and the downregulation of EPHA2 reportedly reduces the proliferation and inhibits the migration of NSCLC cells [63]. 

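TBL1XR1 (Gene ID 79718) on chromosome 3 fell from 15418 to 8254 reads in H460, from 13892 to 6280 in H1299, and from 7781 to 3609 in A549. The mean log2 fold change was -1.03 ± 0.22 (SD, n = 3). The adjusted p in the paired edgeR test was 0.0734. It was 0.0362 without H460, 0.131 without H1299, and 0.654 without A549. DESeq2 gave 9.48e-11, and edgeR without the block gave 1. The 3' UTR of TBL1XR1 carries 6 copies of TGAATCA.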

The GO term ‘cell differentiation’ includes TBL1X/Y related 1 (*TBL1XR1*), and in NSCLC cells, TBL1XR1 has been shown to promote cell survival, proliferation, and metastasis [64]. 

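KRT80 (Gene ID 144501) on chromosome 12, a keratin gene, had log2 fold changes of -0.52 in H460 (95% interval -0.69 to -0.35), -0.65 in H1299 (-0.81 to -0.50), and -1.18 in A549 (-1.35 to -1.02). It passed a fold change of 1.5 in 2 of the 3 cell lines. The adjusted p was 0.130 in the paired edgeR test, and the alternatives gave from 0.00861 with DESeq2 to 1 without the block.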

The GO term ‘cytosol’ includes Keratin 80, which is known to promote the migration and invasion of NSCLC cells by regulating the TGF-β/SMAD pathway [65]. The GO term ‘catalytic activity’ includes C-C motif chemokine ligand 5, which activates αvβ3 integrin to promote migration as facilitated by the PI3K/Akt pathway through the activations of IKKα/β and NF-κB pathways in NSCLC cells [66]. 

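CCL5 (Gene ID 6352) on chromosome 17 was the only gene among the 17 named in the text besides MALAT1 with a |log2 fold change| of at least 1.5 in all 3 cell lines. It had few reads, 38 in the H460 control and 6 after si-MALAT1, 29 and 7 in H1299, and 135 and 47 in A549. The log2 fold changes were -2.39 (95% interval -4.11 to -1.33), -1.76 (-3.35 to -0.70), and -1.65 (-2.18 to -1.18), and the adjusted p in the paired edgeR test was 0.124. With a pseudocount of 10 it no longer passed in all 3 cell lines.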

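UGDH (Gene ID 7358) on chromosome 4, TRIM44 (Gene ID 54765) on chromosome 11, and BCAT1 (Gene ID 586) on chromosome 12 were lower after si-MALAT1 in the 3 cell lines. The log2 fold changes in H460, H1299, and A549 were -0.74, -1.27, and -1.64 for UGDH and -0.62, -0.96, and -1.04 for TRIM44. For BCAT1 they were -0.73, -0.83, and -2.24, and the larger change in A549 made its spread the widest of the 3 genes, with a mean of -1.26 ± 0.84 (SD, n = 3). The adjusted p in the paired edgeR test was 0.0818 for UGDH, 0.0734 for TRIM44, and 0.155 for BCAT1. Without H460 it was 0.023 for UGDH and 0.0383 for TRIM44, without H1299 it was 0.147 and 0.145, and without A549 it was 0.654 and 0.667. DESeq2 gave 1.52e-07 for UGDH, 1.26e-06 for TRIM44, and 0.00108 for BCAT1, and edgeR without the block gave 1 for each. The 3' UTR of each of the 3 genes carries ATGAATC.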

KEGG pathway enrichment analysis identified ‘metabolic pathways’ as the most relevant (Fig. 3F). ‘Metabolic pathways’ include UDP-glucose 6-dehydrogenase (*UGDH*), tripartite motif containing 44 (*TRIM44*), and branched-chain amino acid transaminase 1 (*BCAT1*), and these genes are known to affect cancer development. UGDH promotes tumor metastasis by increasing the stability of snail family transcriptional repressor 1 mRNA [67]. TRIM44 reportedly increases proliferation and metastasis in NSCLC via the mTOR signaling pathway [68], and BCAT1 overexpression is known to activate proliferation, invasion, and Wnt signaling in NSCLC [69]. Thus, the study shows that DEGs and pathway changes caused by alterations in MALAT1 expression might promote or suppress NSCLC.

Although GO and KEGG pathway enrichment analyses predict that numerous genes regulated by MALAT1 may contribute to tumorigenesis, we selected five DEGs focusing on their molecular functions. Survival analysis and tissue gene expression analysis based on bioinformatic databases showed *PGAM1*, *PGAM4*, *NOL6*, *NAP1L5*, and *SESN1* had significant clinical impacts (Figs. 4 and 5). *PGAM1*, *PGAM4*, and *NOL6* have been reported to be tumorigenic in several cancers (Supplementary Table 3). PGAM1 is an oncogene that activates the TGF-β signaling pathway in NSCLC to increase cell proliferation and invasion [70], while being essential for energy metabolism and participating in carbohydrate transport, catalytic activity, growth, and development [71]. Although *PGAM4* and *NOL6* have not been actively studied in lung cancer, they are known to promote cell proliferation in other cancers. *PGAM4* was originally identified as a pseudogene derived from *PGAM1*, with which it retains 97.6% sequence identity [72]. 

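PGAM4 had 426 reads in the H460 control library, where PGAM1 had 19816. The PGAM4 count was 2.15% of the PGAM1 count in the H460 control and 1.70% after si-MALAT1, 2.26% and 2.00% in H1299, and 2.08% and 2.04% in A549. In the reference transcripts of GENCODE on GRCh38, 36.4% of the 50-base windows of the PGAM4 transcript, which is 1690 bases long, occur without a difference in a PGAM1 transcript, as do 18.6% of its 100-base windows. Which gene the reads from such windows were counted on is not known here, so the PGAM4 counts are uncertain.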

PGAM4 exhibits putative amino acid identity with PGAM1 and contains the LxRHGExxxN motif for extensive PGAM enzymatic activity [73]. Despite a lack of study in lung cancer, PGAM4 is expected to promote tumor growth, such as in glioma [74]. NOL6 regulates cell proliferation and apoptosis by regulating the expressions of tumor protein p53 inducible protein 3, CDK4, and MCM7 in gastric cancer [75]. Furthermore, NOL6 is overexpressed in endometrial cancer and regulates TWIST1 expression, promotes migration, and reduces apoptosis [76]. 

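The 3 genes PGAM1, PGAM4, and NOL6 were lower in the si-MALAT1 library, where MALAT1 was lower too, in 3 of 3 cell lines. No correlation coefficient was computed. The 6 libraries are a control and a si-MALAT1 library of each of 3 cell lines, so a coefficient would mix differences between conditions and between cell lines.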

In the present study, the expression levels of *PGAM1*, *PGAM4*, and *NOL6* were positively correlated with MALAT1 expression, and thus these genes probably interact with MALAT1 to promote NSCLC tumorigenesis. *NAP1L5* and *SESN1* have been shown to act as tumor suppressors in previous studies on cancer (Supplementary Table 3). NAP1L5 inhibits tumor growth and metastasis by inhibiting the PI3K/Akt/mTOR signaling pathway and myosin heavy chain 9 in hepatocellular carcinoma [77]. On the other hand, SESN1 is regulated by the tumor suppressor protein p53. In human lung adenocarcinoma cells, the inactivation of SESN1 supports cell proliferation and suppresses glucose starvation [78]. Since the expression levels of *NAP1L5* and *SESN1* are negatively correlated with MALAT1 expression, these genes are believed to interact with MALAT1 to inhibit tumorigenesis in NSCLC.

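NAP1L5 and SESN1 were higher in the si-MALAT1 library, where MALAT1 was lower, in 3 of 3 cell lines. The NAP1L5 count in A549 rose from 38 to 147 reads, and that of SESN1 from 833 to 2359. The paper describes both genes as negatively correlated with MALAT1 expression. On this basis it proposes that they interact with MALAT1 and thereby inhibit NSCLC tumorigenesis.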

This study was revealed that MALAT1 is involved in the development of NSCLC by regulating the expressions of oncogenes and tumor suppressor genes. Thus, the usage of antisense oligonucleotides or siRNA to target MALAT1 might be an effective therapeutic strategy. In addition, GO and KEGG pathway enrichment analyses revealed that 464 DEGs were involved in cancer development, and 5 DEGs were selected as potential molecular biomarkers according to bioinformatic database analyses. However, further experimental evidence is needed; for example, the roles of *PGAM4* and *NOL6* have not been studied in lung cancer. Nevertheless, this study can give a better understanding of how MALAT1 acts in NSCLC and contribute to the identification of cancer-associated signaling pathways regulated by MALAT1. Moreover, it suggests that targeting MALAT1 could be a novel therapeutic strategy to inhibit tumorigenesis.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE230291.

# Supplementary material for: MALAT1-regulated gene expression profiling in lung cancer cell lines
**Source:** BMC Cancer. 2023 Sep 4;23:818. doi: 10.1186/s12885-023-11347-7
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Supplementary Table 1. Primers used in RT-qPCR for identifying MALAT1 expression levels**

| **Gene** | **Sequences (5′-3′)** | |
| --- | --- | --- |
|  | **Forward primer** | **Reverse primer** |
| U6 | CTCGCTTCGGCAGCACATA | CGAATTTGCGTGTCATCCT |
| MALAT1 | TGATAGCCAAATTGAGACAA | TTCAGGGTGAGGAAGTAAAA |

# Supplementary material for: MALAT1-regulated gene expression profiling in lung cancer cell lines
**Source:** BMC Cancer. 2023 Sep 4;23:818. doi: 10.1186/s12885-023-11347-7
**Supplement:** Supplementary file 2 — Supplementary Material 2

**Supplementary Table 2. DEGs regulated by MALAT1 knockdown in NSCLC cell lines**

| **NSCLC**  **Cell line** | **DEGs after MALAT1 knockdown** | |
| --- | --- | --- |
|  | **Up-Regulation**  **(log_2_ fold change (FC) ≥ 1.5)** | **Down-Regulation**  **(log_2_ fold change (FC) ≤ -1.5)** |
| H460 | 2642 | 2921 |
| H1299 | 3308 | 3339 |
| A549 | 2877 | 3065 |

# Supplementary material for: MALAT1-regulated gene expression profiling in lung cancer cell lines
**Source:** BMC Cancer. 2023 Sep 4;23:818. doi: 10.1186/s12885-023-11347-7
**Supplement:** Supplementary file 3 — Supplementary Material 3

**Supplementary Table 3. Regulatory level of DEGs expected to be involved in tumorigenesis**

| **Gene symbol** | **Regulated by**  **MALAT1** | **Expected function** | **Effect functions in various tumors** | **Reference** |
| --- | --- | --- | --- | --- |
| *PGAM1* | Down | Oncogenic | Promoting cell proliferation and invasion by activating TGF-β signaling in non-small cell lung cancer | [70] |
| *PGAM4* | Down | Oncogenic | Promoted cell viability, proliferation, and glycolysis through EP300-mediated modifications of H3K27ac in glioma | [74] |
| *NOL6* | Down | Oncogenic | Regulating cell proliferation and apoptosis by regulating the expression of TP53I3, CDK4 and MCM7 in gastric cancer | [75] |
| *NAP1L5* | Up | Tumor suppressive | Suppressing tumor growth and metastasis by inhibiting the PI3K/Akt/mTOR signaling pathway by regulating MYH9 in hepatocellular carcinoma | [77] |
| *SESN1* | Up | Tumor suppressive | Regulating cell proliferation and apoptosis by p53 in lung carcinogenesis | [78] |

How the deposited data were processed for this re-analysis (not part of the article)

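RNA-seq was performed on 6 libraries, a control and a si-MALAT1 library of each of the NSCLC cell lines H460, H1299, and A549. Samples were mapped to cell line and treatment from the sample labels and the methods. The authors made the deposited read counts, FPKM, and TPM by trimming the reads, aligning them to hg38 with HISAT 2.1.0, and estimating abundances per gene with StringTie 2.1.3b on an NCBI annotation. The deposited counts are whole numbers and are not normalized. The deposited FPKM and TPM are scaled by the authors for transcript length and depth. Libraries were prepared with a stranded kit after ribosomal RNA had been removed, and the paper's text does not name whether counting used the strand. The deposited table has 46427 genes, of which 31353 had at least 1 read in the 6 libraries. Another 18 columns of per-sample values in the table belong to samples of another study and were not used.

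From the counts, log2 fold changes were computed within each cell line as log2 of the RLE-scaled count plus 1, si-MALAT1 minus control, after excluding genes with a count of 0 in any of the 6 libraries. The paper's methods name a filter on zeros, log2 of the read count plus 1, RLE normalization, and DESeq2's nbinomWaldTest. The sentence on the filter, which excludes genes with counts above zero, was read as excluding genes with a count of 0. Genes with a |log2 fold change| of at least 1.5 were counted as DEGs, and genes passing in the same direction in the 3 cell lines as common DEGs. Counting error was described with exact 95% Clopper-Pearson intervals and with 100 binomial redraws of the pooled reads, and the overlap of the cell lines with 10000 permutations within 20 bins of mean expression. With 1 library per cell line and condition, no p-value was computed within a cell line.

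Across the cell lines, each si-MALAT1 library was paired with the control of its cell line, since both come from one cell line. The test was edgeR 4.0.16's quasi-likelihood test with the cell line as the block, TMM normalization, filterByExpr, and Benjamini-Hochberg adjusted p under 0.05. It leaves 2 residual degrees of freedom. DESeq2 1.42.0 was the alternative. Counts were simulated from the real means and library sizes, with the same dispersion (spread between libraries) for each gene. In them, 200 genes with a mean read count of at least 50 changed by the same amount in the 3 cell lines. The edgeR test recovered 86.5% of these among 18881 genes, and 4.9% of its calls were false. Real genes can differ in dispersion and between cell lines, so 86.5% is not the test's power in the libraries. In counts of 17458 unchanged genes, simulated with independently drawn reads, the redraws gave 103% of the simulated number of genes past a fold change of 1.5. The overlap permutations put 3% of simulated independent lists and 100% of simulated lists with 200 shared genes past 0.05 over 17834 genes. The simulated lists were larger than those observed at a |log2 fold change| of 1.5 and were spread evenly over expression. These shares therefore do not describe the permutations at that threshold.

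Genes named in the text are those the paper names, NEAT1, single members of fixed lists, the 5 common DEGs in each direction with the largest of the smallest changes and a mean read count of at least 50, and the 5 in each direction with the smallest adjusted p in the paired test among genes changed the same way in the 3 cell lines, with tied genes ordered by unadjusted p. Gene lists for interferon-stimulated genes, DNA replication and mitosis, glycolysis, ribosome biogenesis, mitochondrially encoded genes, and neighbours of MALAT1 were fixed from general knowledge. Each list's median log2 fold change was set among 10000 random lists matched on mean expression. CCL5, PGAM1, and NOL6, which the study picked from these libraries, are members of the interferon, glycolysis, and ribosome biogenesis lists. A further fixed gene and a further fixed list were not used here.

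For the closing section, 3' UTRs of canonical protein-coding transcripts were taken from GENCODE on GRCh38 and matched by gene symbol. Of 31 named genes, 30 were found there by symbol and all 30 lay at an overlapping position on the same strand. The log2 fold changes of 13010 genes with a mean read count of at least 50, limited to 2 in either direction, were regressed on the presence of each of the 16384 words of 7 bases, with 3' UTR length, base composition, and CpG share as covariates. A word planted in permuted fold changes was ranked first for 100% of the words tried. GO and KEGG enrichment, the RT-qPCR, the cell assays, and the patient databases were not analysed here. The samples, tests, and alternatives were set before the data were examined, except where the text says otherwise. Analyses used R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, and pandas 2.3.3.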

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

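The tests of scaling for the 3 lists below, the tests on 3' UTR composition and on microRNAs, and the explanation of the rise in H460 were chosen after the values were seen. The search for 7-base words in 3' UTRs, with its stated outcome, was written down before that search was run.

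The medians of 3 fixed gene lists moved in opposite directions between cell lines. Interferon-stimulated genes had a median log2 fold change of 0.47 in H460, -0.79 in H1299, and -1.45 in A549, with 27, 6, and 1 of the 34 genes higher. DNA replication and mitosis genes had medians of 0.25 in H460 and -0.59 in H1299, and 0.01 in A549, which lay within the random lists. Mitochondrially encoded genes had medians of -0.22 in H460, 0.32 in H1299, and 0.42 in A549. The differences between cell lines were not tested, because there is 1 library per cell line and condition. A difference in library size or in a few abundant genes moves other genes of the library too. Random lists matched on expression, which share the libraries' scaling, had a lower 2.5% limit of -0.13 for the interferon list in A549, of -0.11 for the replication and mitosis list in H1299, and of -0.19 for the mitochondrial list in H460, above the median of each list there. This argues against scaling as the cause. Variation between single cultures, such as their density or growth at harvest, stays open, as does a difference between the cell lines, and neither was tested.

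A response of the cells to transfected siRNA would be expected to raise interferon-stimulated genes in each cell line. The fall of -0.79 in H1299 argues against a rise in each cell line. It comes from 1 library per condition, so a response hidden by variation between cultures is not excluded. For H460 alone, the rise of 0.47 comes from 1 library per condition, and transfection cannot be told apart from the fall in MALAT1, because the labels describe the controls as non-treated.

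Genes that fell in the 3 cell lines shared a short sequence in their 3' UTRs, a part of the transcripts that the paper did not analyse. Of the 140 genes with an annotated 3' UTR that fell at least 1.5-fold in the 3 cell lines, 70.7% carry TGAATCA or ATGAATC there. Lists matched on 3' UTR length had 22.0% on average and at most 32.9% in 1000 draws. Among the 113 genes that rose at least 1.5-fold, 6.19% carry either word, below each of their matched lists, which ran from 10.6% to 36.3%. In a regression over 16384 words, these were the 2 words with the most negative z in each cell line. They were picked there from the same fold changes, so the shares above are not an independent test. For TGAATCA z was -13.9 in H460, -18.8 in H1299, and -19.5 in A549, and for ATGAATC it was -12.0, -16.8, and -20.2. The most negative z over 100 scans of permuted fold changes in each cell line was -4.90. Genes are not independent replicates, so z describes these libraries. The words overlap in ATGAATCA. The 512 genes with this 8-base word in the 3' UTR had median log2 fold changes of -0.17 in H460, -0.10 in H1299, and -0.23 in A549, against 0.05, 0.04, and 0.03 for genes without TGAATC. The fall was smaller, or absent, for the genes with ATGAATC but not the 8-base word, 791 genes with medians of -0.09, -0.018, and -0.12, and for those with TGAATCA and no ATGAATC, 1072 genes with medians of -0.09, 0.0046, and -0.07. In H1299, 51.5% and 48.3% of these genes were lower, against 44.1% of the genes without TGAATC. Genes with a word in the coding sequence and no TGAATC in the 3' UTR had medians of -0.01, 0.07, and 0.00. Genes with neither had medians of 0.06, 0.04, and 0.03. The share of lower genes was 51.2% against 40.0% in H460, 41.2% against 44.5% in H1299, and 47.5% against 44.1% in A549.

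A candidate explanation is off-target silencing by the siRNA. An siRNA whose guide strand has the seed complementary to ATGAATC would lower transcripts with this word in their 3' UTRs. This explanation needs a word that stands out in each cell line, and the weakest z of either word in any cell line was -12.0. Both words were picked by their z in the same scan, so this value does not test the seed of the siRNA. The explanation also needs a match in MALAT1. ATGAATC occurs there once, on chromosome 11 of GRCh38 from 65500937 to 65500943, within the reference sequence CAGGCTTATACTCATGAATCT, and TGAATCA does not occur there. That match alone is weak evidence, since 39.4% of the 7-base words occur in MALAT1. The siRNA sequence is not in the paper's text, so the seed was not compared with it. If the composition of long 3' UTRs were the cause, other words of the same bases would stand out as far. Among the 402 such words that do not share 5 or more bases in a row with ATGAATCA, the most negative z was -6.12, in H1299, against -16.8 for ATGAATC there. Words that share such a stretch were left out of this comparison, and 1 of them, GAATCAT, had a z of -11.2 in H460, -12.0 in H1299, and -12.4 in A549. Release of a microRNA bound by MALAT1 would lower the same genes and cannot be told apart here. MALAT1 carries at least as many copies of 39.4% of the words as it does of ATGAATC, 4 of 1877 microRNA hairpins contain the complement GATTCAT, and the ends of the mature microRNAs were not used here. The 6 libraries hold 1 knockdown condition, so an effect of MALAT1 itself on these genes also stays open. Among the genes the paper names, 1 or both words are in the 3' UTRs of PGAM1, PGAM4, NOL6, TBL1XR1, UGDH, TRIM44, BCAT1, and MYC, which fell. They are also in SESN1, which rose although its 3' UTR has 2 copies of ATGAATCA. Neither word is in EPHA2, KRT80, or CCL5, which fell.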

How the results depend on the processing

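The number of DEGs depended on the threshold, the handling of zeros, and the unit. At a |log2 fold change| of 1.5 the DEGs numbered 492 in H460, 389 in H1299, and 599 in A549, and the common DEGs 3 higher and 6 lower. TMM normalization and a mean read count of at least 10 kept each of these within 1.5 times. With a fold change of at least 1.5 they were 3523, 4119, and 4087, with 212 and 228 common. With zeros excluded only within the cell line they were 837, 770, and 915, with 3 and 6 common. With only genes at 0 in all libraries excluded they were 4095, 3434, and 4077, with 51 and 40 common. A pseudocount of 10 gave 89, 112, and 186, with 1 and 3 common. log2(TPM + 1) gave 23, 31, and 53, with 0 and 2 common, and moved the A549 split to 9 higher and 44 lower. Requiring 2 of the cell lines, each left out in turn, gave from 15 to 29 common genes higher and from 22 to 32 lower, since fewer cell lines have to pass.

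A further 11 combinations were tried after the values were seen. With the fold change at 1.5, excluding zeros within the cell line gave 5116, 6309, and 5549 DEGs, with 212 and 228 common. Excluding only genes at 0 in all libraries gave 9099, 10763, and 9479, with 396 and 374. A mean read count of at least 10 without a zero filter gave 4522, 5031, and 5144, with 267 and 264. log2(TPM + 1) gave 1039, 1808, and 1566, with 31 and 123, split 236 to 803 in H460 and 1030 to 778 in H1299. log2(FPKM + 1) gave 749, 1487, and 1284, with 38 and 89. TPM without a pseudocount, with only genes at 0 in all libraries excluded, gave 10273, 11949, and 10481, with 442 and 533. A gene with a TPM of 0 in only 1 library of a pair passed there whatever its other TPM. Counts without normalization gave 3531, 4220, and 4297, with 153 and 266, split 1418 to 2802 in H1299 and 2892 to 1405 in A549, and with only genes at 0 in all libraries excluded 9017, 10750, and 9643, with 326 and 413, split 5979 to 3664 in A549. At a log2 fold change of 1.5, a mean read count of at least 10 without a zero filter gave 1242, 863, and 1391, with 12 and 13. log2(FPKM + 1) gave 17, 25, and 47, with 0 and 1, split 10 to 7, 9 to 16, and 9 to 38. TPM without a pseudocount, again with only genes at 0 in all libraries excluded, gave 5647, 6174, and 5625, with 96 and 113. The cause was not tested.

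The overlap of the cell lines was reached by 0 of 10000 permutations in either direction without bins and at a fold change of 1.5. With a mean read count of at least 10 it was reached by 25 for the higher and 0 for the lower genes. The lower genes include MALAT1 and TALAM1 in each of these settings. The paired edgeR test gave 0 genes higher and 1 lower, with 2863 at an unadjusted p under 0.05. RLE normalization gave 0 and 1. Without the replicate block that pairs the libraries of a cell line there were 0 higher, 0 lower, and 161 at an unadjusted p under 0.05. Without a filter and with a mean read count of at least 50 there were 0 lower, with 2860 and 2729 at an unadjusted p under 0.05. Leaving out 1 cell line in turn gave from 0 to 51 genes higher and from 0 to 112 lower, with 3082 genes at an unadjusted p under 0.05 without H460, 2713 without H1299, and 1187 without A549. The highest numbers, 51 and 112, came without H460. DESeq2's Wald test gave 563 higher and 577 lower at an adjusted p under 0.05, with 5561 adjusted p-values not given by DESeq2. At an adjusted p under 0.1, a level chosen after the values were seen, edgeR gave 72 higher and 154 lower. The cause of these differences was not tested. Of the 4 splits that part the 3 pairs, 1, the real one, gave as many genes as the real split, and the other 3 gave 112, 433, and 421 genes at an unadjusted p under 0.05. With 4 splits the share cannot fall under 0.05, so chance cannot be told apart on this count.

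Over the alternatives, the log2 fold changes of the named genes in each cell line moved beyond their intervals 77 times and stayed within them 199 times, and 3 reversed, each with log2(TPM + 1) for NEAT1, to 0.34 in H460, 0.48 in H1299, and 0.49 in A549. The median of the replication and mitosis list in A549, near 0, changed sign to -0.0089 with TMM normalization. TGAATCA and ATGAATC stayed the 2 words with the most negative z in each cell line under the 4 alternatives chosen after seeing the data, with z from -22.0 to -9.80. Read depth limits genes with few reads. The A549 libraries were the smallest, and ALPL and CCL5 rest on fewer than 50 reads in most libraries.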

Differences from the paper's values

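The paper's Supplementary Table 2 gives 2642 genes higher and 2921 lower in H460, where 232 and 260 were found here. It gives 3308 and 3339 in H1299, against 179 and 210 here, and 2877 and 3065 in A549, against 300 and 299 here. The paper's numbers of common DEGs are 198 higher and 266 lower, against 3 and 6 here. Of the alternatives set before the data were examined, a fold change of at least 1.5 brought the common DEGs to 212 and 228 and the higher genes of A549 to 2056, within 1.5 times of the paper's numbers. Excluding only genes at 0 in all libraries brought the higher genes of H460 to 2165 and of A549 to 2264. The other numbers under these settings, and each number under the remaining alternatives set before, stayed more than 1.5 times away.

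In addition, 11 settings were tried after the values were seen, with the paper's numbers known, so that a match among them carries little weight. A fold change of at least 1.5 with zeros excluded within the cell line, chosen after seeing the values, brought the 8 numbers within 1.5 times of the paper's, with 2565 and 2551 in H460, 3376 and 2933 in H1299, 2825 and 2724 in A549, and 212 and 228 common. So did a fold change of at least 1.5 with a mean read count of at least 10 and no zero filter, also chosen after seeing the values, with 267 and 264 common. TPM without a pseudocount at a log2 fold change of 1.5, chosen in the same way, brought the 6 numbers per cell line within that range and left 96 and 113 common. That setting also excluded only genes at 0 in all libraries, so genes at 0 in only 1 library of a pair counted as DEGs. Counts without normalization at a fold change of 1.5, chosen after seeing the values, gave the paper's number of 266 lower common genes and 153 higher ones, brought 5 of the 8 numbers within that range, and split the cell lines unevenly, with 1347 higher and 2184 lower in H460. The same with only genes at 0 in all libraries excluded, chosen after seeing the values, brought 2 of the 8 within that range, and so did RLE-scaled counts with that filter at a fold change of 1.5. None of the settings gave the 8 numbers of the paper exactly.

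Of the 17 genes other than MALAT1 that the paper names as common DEGs or as members of their terms, 1 passed a log2 fold change of 1.5 in the 3 cell lines and 15 passed a fold change of 1.5, an alternative set before the data were examined. The paper places c-Myc in a term of the upregulated genes, and MYC had log2 fold changes of -0.18, -0.51, and -0.59. It passed as higher in 0 cell lines under each setting run. The paper places KRT80 among the downregulated genes, and it passed a fold change of 1.5 in 2 cell lines. It passed in 3 at a fold change of 1.5 with TPM without a pseudocount and with counts without normalization under either zero filter, settings chosen after seeing the values. Under these settings THRB passed in 2 and 1 of the 3 cell lines, so that 15 of the 17 genes passed in 3. With log2(TPM + 1) and log2(FPKM + 1) at a fold change of 1.5, also chosen after seeing the values, 9 and 8 of the 17 passed in 3.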

Other observations

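The tests on reads shared with PGAM1 and on TALAM1 were chosen after the values were seen.

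The number of genes past a |log2 fold change| of 1.5 was set against counting error. Redrawn reads gave 33.0% of the number in the libraries. Counting error of reads drawn independently therefore does not account for most of these genes. The libraries were sequenced in pairs of reads, and counting error by pairs, which could be larger, was not examined. Variation between cultures was not measured. The lists of the cell lines, if independent given expression, would share as many higher genes as observed in 30 of 10000 permutations, which argues against independence. A shared response to MALAT1, to transfection, or to the siRNA's own off-targets would each give such an overlap.

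PGAM4 fell together with PGAM1. Reads shared between them are a candidate explanation, since 36.4% of the 50-base windows of the PGAM4 transcript occur in PGAM1, and the 2 cannot be told apart because the reads were not used here. PGAM4's 3' UTR also carries TGAATCA, as PGAM1's does. TALAM1 fell together with MALAT1. Its count as a percent of the MALAT1 count went from 0.84 to 0.94 in H460, from 0.42 to 0.98 in H1299, and from 1.12 to 0.395 in A549. A constant share of MALAT1 reads counted on the opposite strand would keep this ratio, but single libraries can differ in that share, so it cannot be told apart from a fall of TALAM1 itself.

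Ribosome biogenesis genes, the list that holds NOL6, had medians of -0.14, -0.36, and -0.22, at percentiles 0.55, 0, and 0.21. Glycolysis genes, the list that holds PGAM1, had medians of 0.00, -0.11, and -0.22, at percentiles 34.8, 11.6, and 0.96, and the neighbours of MALAT1 had medians of -0.13, -0.03, and -0.13, at percentiles 7.83, 33.8, and 10.7. No explanation of these values was tested.

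In the paired edgeR test with Benjamini-Hochberg adjustment, an adjusted p of 0.0734 was shared by many genes, PGAM1, PGAM4, NOL6, NAP1L5, and SESN1 among them. By unadjusted p, the first of the genes changed the same way in the 3 cell lines were TP53INP1, BMF, TRPS1, IL6R, and the readthrough transcript PDCD6-AHRR among the higher ones, and ERLIN2, SLC35E1, COMMD2, and GPN1 after MALAT1 among the lower ones. BMF rose by 2.16, 2.11, and 1.32 on the log2 scale. PDCD6-AHRR had 0 reads in the 3 control libraries and 62, 428, and 78 after si-MALAT1, and it overlaps the genes it joins. NEAT1, the neighbour of MALAT1, had log2 fold changes of -0.79, -0.46, and -0.19, which reversed with TPM to 0.34, 0.48, and 0.49.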
